A study of Homo sapiens with 4 samples. Its data were reported in "HSF1 Stimulates Glutamine Transport by Super-Enhancer-Driven lncRNA LINC00857 in Colorectal Cancer" (2022).

How the data were processed

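ChIP-seq libraries from untreated, formalin-fixed HCT116 cells comprised an H3K27ac IP, an HSF1 IP and an input for each. Per the labels, FastQC and Bowtie2 2.2.7 were used by the authors and positions refer to hg19. The study's methods name MACS for calling peaks of each IP over its input on Illumina reads. The role and order of the other tools, read filters and the number of mapped reads were not given in the sources used here. Peaks were called by the authors per IP library, not on pooled libraries, and 1 annotated peak list per IP was analysed, with no list for the inputs.

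Each deposited list gave a row per peak and RefSeq transcript, with 39350 rows for H3K27ac and 24461 for HSF1, which were reduced to 1 entry per region. The tag counts in each peak were deposited by the authors as whole numbers, without normalization. The score of each peak was the authors' caller's 10 times the negative logarithm of its p-value, with minima of 50 for H3K27ac and 30 for HSF1, which correspond to p-values of 1e-05 and 1e-03. The fold enrichment was the authors' ratio of IP over local background. The false discovery rate was deposited as a percent and derives in MACS from calls made with IP and input exchanged. Annotation classes, the assigned gene and its transcription start were those of the deposited lists. By the deposited distances, the promoter class lay within 2 kb of a start and the upstream class within 20 kb before it. The deposited distances run from the midpoint of a peak, so a wide peak that covers a start can be in the upstream class. A nearest gene is an assignment by distance and not a measured target.

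Transcript accessions were matched to current symbols with a RefSeq table of another assembly (GRCh38.p14), from which no positions were taken. Of 7390 symbols in the H3K27ac list 7373 matched, and of 4101 in the HSF1 list 4080. The background was 29849 genes with a curated transcript on chromosomes 1 to 22 and X, of which 19388 are protein-coding.

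Shares were given with exact 95% Clopper-Pearson intervals. Overlap required at least 1 bp and was compared with 1000 circular shifts of the HSF1 peaks along their own chromosomes, taking the outermost peaks as chromosome ends. Shifted peaks can land in assembly gaps, which lowers the expected overlap. Gene lists and the groups were fixed before the data were examined, and lists were tested with Fisher's exact test (two-sided) and Benjamini-Hochberg adjustment over 13 lists at 0.05. H3K27ac peaks within 10 kb were joined, ranked by the sum of width times fold enrichment, and split at the tangent point of the scaled rank curve. Differences of medians and of densities were tested with 100000 permutations. Named genes were the study's loci, up to 4 members of each list with the highest fold enrichment and the members without a peak where these were 5 or fewer, the 10 peaks of highest fold enrichment per list on chromosomes 1 to 22 and X, the 10 highest ranked regions, and the 10 shared HSF1 peaks of highest fold enrichment. A few genes that this rule names are not reported here. Alternatives covered stricter thresholds, other definitions of overlap, classes, backgrounds, stitching distances of 5 and 20 kb and ranking by tags. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

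The steps were tested on simulated data. Of 40 random placements of the 13119 HSF1 peaks on chromosomes shared by both lists, 2 gave a lower-tail p under 0.05, and a planted overlap ratio of 0.2 was recovered as 0.201. Of 200 simulated lists of 40 genes without a difference 6 were called, and all 200 with a share of 0.6 against 0.2. The search for heat shock elements and a classification of peaks independent of the deposited classes need the hg19 sequence or annotation, and were not analysed here. The inputs were used only through the deposited fold enrichment and scores.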

Results

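Chromatin immunoprecipitation sequencing (ChIP-seq) was performed in HCT116 cells, a human colorectal carcinoma line, with an antibody against H3K27ac (acetylation of lysine 27 of histone H3, a mark of active promoters and enhancers) and with an antibody against HSF1, the transcription factor that drives the heat shock response. The cells were fixed without any treatment. The 4 libraries fell into 4 groups of 1 library each, an immunoprecipitate (IP) and its own input for either antibody, and each IP was represented by the list of peaks called over its input. No group was replicated, so no value below has a replicate error, and every test compares these lists and libraries, not conditions. The H3K27ac list held 15789 peaks covering 22.6 Mb and the HSF1 list 13127 peaks covering 20.01 Mb of hg19. The depth of the libraries was not given in the sources used here. The tags inside peaks numbered 485046 for H3K27ac and 317289 for HSF1, with a median of 24 and 20 tags per peak.

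The first question was where H3K27ac lay in these cells. The peaks with the highest fold enrichment on chromosomes 1 to 22 and X were assigned to MYEOV (15.7-fold), ITCH, TMEM217, PRF1 and TXNDC2 (14.6-fold each), CYP20A1 (13.8-fold), CAV2 and HEATR6 (13.5-fold each), CCAT1 (13.4-fold) and DUSP5 (13.0-fold). MYEOV lies near CCND1 in chromosome band 11q13, ITCH encodes a ubiquitin ligase, CAV2 a caveolar coat protein and DUSP5 a phosphatase of ERK, while CCAT1 is a long noncoding RNA gene of the 8q24 region upstream of MYC. The MYEOV peak (chromosome 11, 69065152 to 69067620) was 4.76 kb downstream of the transcription start and held 72 tags. The CCAT1 peak was the widest of these 10, spanning 15354 bp (chromosome 8, 128227717 to 128243070) with 402 tags. It was given the upstream class because its midpoint was 3.88 kb from the CCAT1 start, although that start lies within the peak. The fold enrichment and score of a peak are the authors' values and are used here only within a list. The median fold enrichment was 6.73 (quartiles 5.76 and 7.35) and the median width 1198 bp. The false discovery rate given with the peaks rose with their score. None of the H3K27ac peaks had a rate of 5% or less, and all 258 peaks with a rate of 100% had a score of 224.8 or higher, among them those at MYEOV, ITCH, HEATR6, CCAT1 and DUSP5. Both lists are read here as IP over input, as they are labelled, and that assignment was not checked against reads.

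Promoters took a larger share of the H3K27ac peaks than of the HSF1 peaks, and most peaks of both lists lay in introns or between genes. Of the H3K27ac peaks, 33.4% (95% Clopper-Pearson interval 32.7 to 34.1) were intronic, 30.6% (29.9 to 31.3) intergenic, 18.2% (17.6 to 18.8) upstream, 16.7% (16.2 to 17.3) at promoters and 1.05% (0.898 to 1.22) exonic. Of the HSF1 peaks, 62.5% (61.7 to 63.4) were intergenic, 28.8% (28.0 to 29.5) intronic, 6.54% (6.12 to 6.97) upstream, 1.46% (1.26 to 1.68) at promoters and 0.708% (0.572 to 0.867) exonic. Introns and intergenic sequence together thus held 64.0% of the H3K27ac and 91.3% of the HSF1 peaks. The odds of the promoter class were 13.5 times higher in the H3K27ac list (95% interval 11.7 to 15.7), and the p of Fisher's exact test (two-sided) was smaller than double precision can hold. The median distance from the peak to the assigned transcription start was 21.96 kb for H3K27ac and 136 kb for HSF1, and 57.9% of the HSF1 peaks were more than 100 kb away against 18.0% of the H3K27ac peaks. The intervals cover counting error only.

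**Figure D1:**
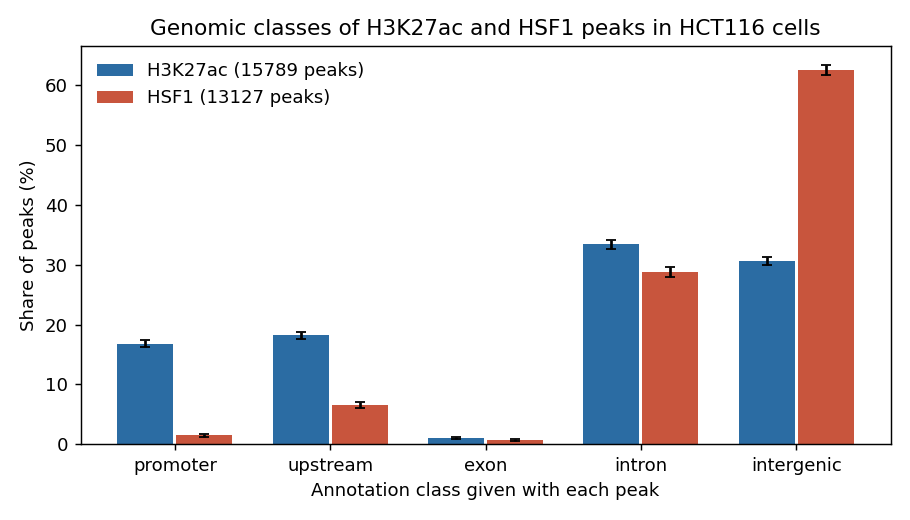
Share of peaks (%) in each annotation class for the H3K27ac list (blue) and the HSF1 list (red). Bars are shares and whiskers 95% Clopper-Pearson intervals. Promoters held 16.7% of the H3K27ac and 1.46% of the HSF1 peaks, and intergenic sequence 30.6% and 62.5%.

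Among the gene lists, H3K27ac was most frequent at genes of adhesion and of growth factor signalling. An H3K27ac peak was assigned to 20 of 23 adhesion and hemidesmosome genes (87.0%, adjusted exact p = 3.60e-09), led by CAV2 (13.5-fold), PLEC (11.1-fold), DST (10.7-fold) and ITGA6 (10.1-fold), whose products link the cytoskeleton or the caveolae to the cell surface. FLNA, TNS3 and CD151 had none. Of 28 genes of EGFR, MAPK and AP-1 signalling, 23 had a peak (82.1%, adjusted exact p = 3.47e-09), led by MYEOV, DUSP5, AREG (10.7-fold, an EGFR ligand) and EGFR itself (9.89-fold). HBEGF, FOS, JUN, SPRY2 and MAFF had none. The share among all other RefSeq genes was 24.6%. Heat shock and co-chaperone genes had a peak in 25 of 44 cases (56.8%, adjusted exact p = 3.97e-05), led by BAG3 (8.55-fold) and by ST13 and DNAJB4 (8.42-fold each), and colonic epithelial identity genes in 15 of 28 (53.6%, adjusted exact p = 0.00430), led by the tight junction gene CLDN4 (10.1-fold), the epithelial transcription factors EHF (9.89-fold) and ELF3 (9.40-fold), and the keratin gene KRT20 (9.54-fold). With promoter-class peaks only, the colonic epithelial list no longer passed (5 of 28, adjusted exact p = 0.254). At a fold enrichment of 10 or more the heat shock list, with 0 of 44, and the colonic list, with 1 of 28, did not pass either (adjusted exact p = 1 and 0.914). Only 1.17% of other genes had such a peak, so lists of this size could show only a large excess there.

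Excesses were also seen for Wnt pathway target genes, glycolysis and lactate genes and ribosomal protein genes. A peak was assigned to 9 of 17 Wnt targets (52.9%, adjusted exact p = 0.0361), with RNF43 (9.48-fold), BMP4, ZNRF3 (8.98-fold each) and DKK1 (7.86-fold) highest, to 10 of 19 glycolysis and lactate genes (52.6%, adjusted exact p = 0.0274), with LDHB (8.98-fold), the lactate exporter SLC16A3 (8.63-fold), PKM (7.89-fold) and the glucose transporter SLC2A1 (7.69-fold) highest, and to 12 of 25 ribosomal protein genes (48.0%, adjusted exact p = 0.0273), with RPS7 (10.1-fold), RPS6 (8.98-fold), RPL13A (7.86-fold) and RPL5 (7.81-fold) highest. With protein-coding genes only as the background, an alternative chosen after seeing the data, these 3 lists no longer passed (adjusted exact p = 0.0696 for the Wnt targets and for glycolysis, 0.0708 for the ribosomal protein genes). With promoter-class peaks only, the ribosomal protein genes passed (adjusted exact p = 6.38e-06), while the Wnt and glycolysis lists did not (adjusted exact p = 0.254 each). None of the 3 passed at a fold enrichment of 10 or more, where 1.17% of other genes had a peak. Glutamine and amino acid metabolism genes had a peak in 11 of 27 cases (40.7%, adjusted exact p = 0.103), including SLC7A11, CTPS1 (8.42-fold each), PYCR1 (7.92-fold) and GOT2 (7.86-fold). Proteasome subunits (6 of 31, led by PSMC6 at 9.54-fold, PSMD12 at 8.24-fold, PSMB5 at 7.86-fold and PSMA1 at 7.30-fold, adjusted exact p = 0.7997) and chaperonin subunits (CCT7 at 7.69-fold and CCT6A at 6.69-fold of 8, adjusted exact p = 1) did not differ from other genes by this test. Nor did the lists of other lineages pass the test. PTPRC, with 1 intronic peak, was the only one of 20 leukocyte genes (adjusted exact p = 0.0628), NEUROD1 and MYL2 were the only ones of 20 neuronal and muscle genes (adjusted exact p = 0.250), and KDR, VWF, DCN and ACTA2 were the only ones of 19 fibroblast and endothelial genes (adjusted exact p = 1). All p-values are from Fisher's exact test (two-sided) across genes, adjusted by Benjamini-Hochberg over the 13 lists, and genes are not independent replicates.

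**Figure D2:**
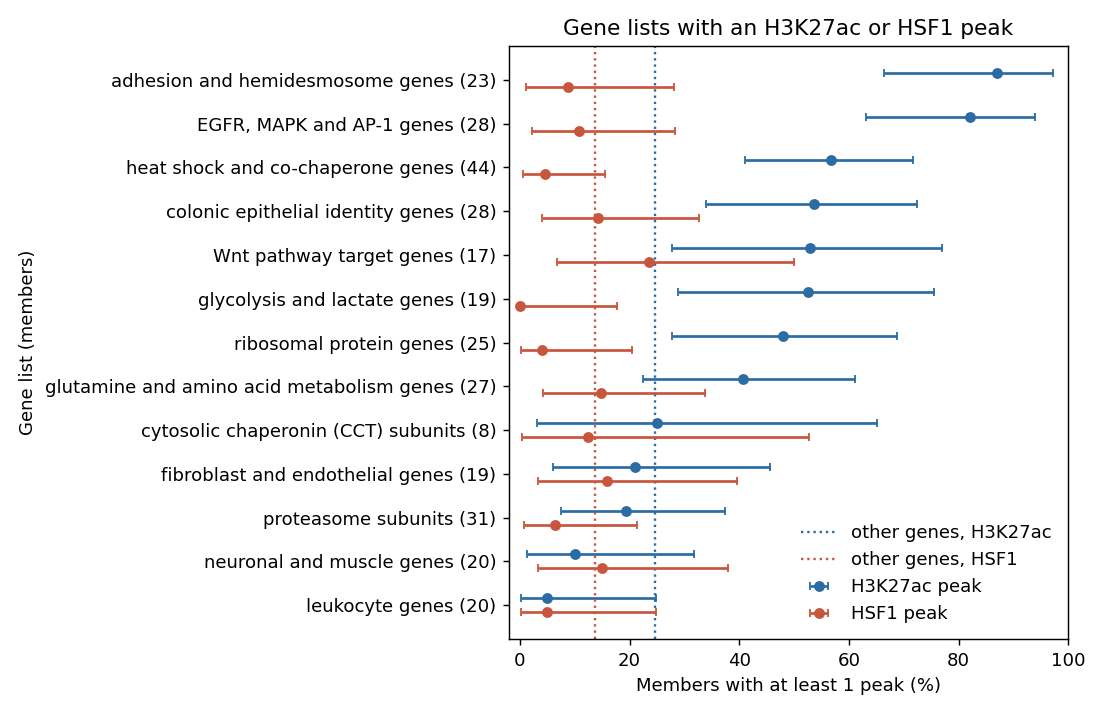
Share of the members of each gene list (%) with at least 1 H3K27ac peak (blue) or HSF1 peak (red). Points are shares, whiskers 95% Clopper-Pearson intervals, and dotted lines the shares among all other genes, 24.6% for H3K27ac and 13.7% for HSF1. Adhesion and EGFR, MAPK and AP-1 genes reached 87.0% and 82.1% for H3K27ac, while the HSF1 intervals of all 13 lists included the HSF1 line.

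The study asked which genes lay in super enhancers, which are clusters of strong enhancers. Joining H3K27ac peaks within 10 kb gave 10295 regions, and 279 of them (2.71%) lay above the point where the ranked curve of width times fold enrichment had a slope of 1. These 279 regions held 20.7% of the covered bases, with a median of 6 peaks over 27.4 kb. The highest ranked region lay in NSMCE2 (42 peaks over 195 kb, chromosome 8, 126131593 to 126327078), which encodes a SUMO ligase. It was followed by MIR378D2 (29 peaks over 159 kb, with PDP1 and TMEM67), VTI1A (22 peaks over 97.8 kb), CCAT1 (23 peaks over 117 kb, with CASC19 and CASC21) and TRIB1 (12 peaks over 63.6 kb). Ranks 6 to 10 went to SMURF2, PHLDB2, KRR1, MTHFD1L and GPR15. Of the 10 highest regions, those of NSMCE2, MIR378D2, CCAT1 and TRIB1 were on chromosome 8. Adhesion and hemidesmosome genes were assigned to such regions in 8 of 23 cases (34.8% against 1.06% of other genes, adjusted exact p = 9.78e-10), with COL17A1 at rank 21, ITGB4 at rank 40, ITGA3 at rank 49 and PLEC at rank 99. Of the EGFR, MAPK and AP-1 genes, AREG (rank 27), DUSP5 (rank 43) and EPHA2 (rank 204) were in them (adjusted exact p = 0.0221). The remaining 11 lists had at most 1 member there, among them PSMD12 (rank 14), RNF43 (rank 28), NEUROD1 (rank 46) and KRT20 (rank 67). Among the adhesion genes, CAV1 and CAV2 shared the region of rank 125. COL17A1 and ITGB1 lie on chromosome 10, ITGB4 and ITGA3 on 17 and PLEC on 8. H3K27ac peaks there had a median of 29, 36 and 33 tags, against 24 over the list. DST, CAV1 and CAV2 lie on chromosomes 6 and 7, with a median of 23 tags each. This gene list test made no allowance for shared regions or for chromosomes. It was added after seeing the data, and the ranking stands in for one on read signal, which was not used here.

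**Figure D3:**
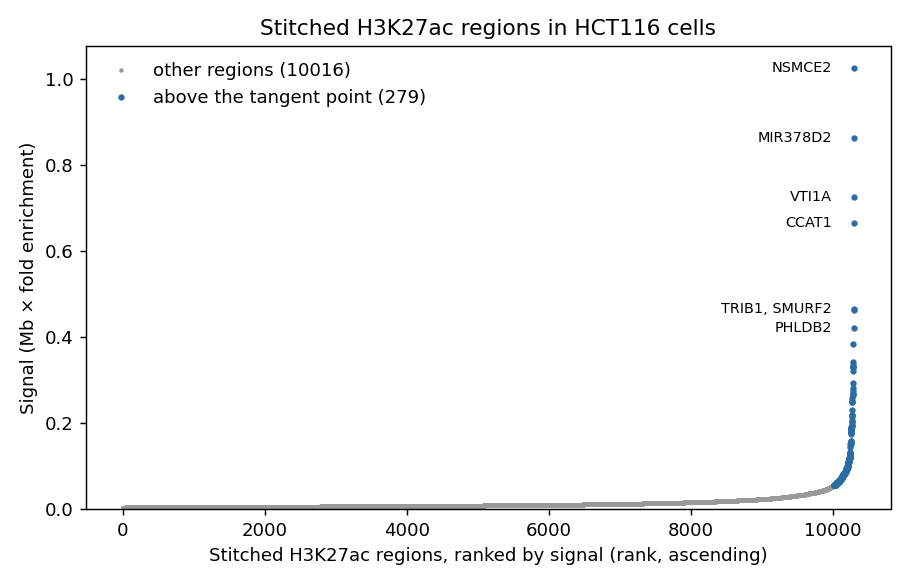
Stitched H3K27ac regions in ascending order of signal (horizontal axis, rank; vertical axis, sum over peaks of width in Mb times fold enrichment). The 279 regions above the tangent point are blue and the rest grey. The highest ranked region lay in NSMCE2, followed by MIR378D2, VTI1A and CCAT1.

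The HSF1 list was then examined for the genes HSF1 is known to drive. An HSF1 peak was assigned to FKBP4 and HSF2 among 44 heat shock and co-chaperone genes (4.55%, 95% interval 0.555 to 15.5, against 13.7% of other genes, adjusted exact p = 0.632). FKBP4, a co-chaperone of HSP90, had a 6.20-fold peak at its promoter (chromosome 12, 2903475 to 2904554, 18 tags), and HSF2 had 3 peaks, of which the highest (4.87-fold) was 323 kb away. HSPA1A, HSPA8, HSPH1, HSP90AA1, DNAJB1, HSPD1 and HSPE1, named here after their values were seen, had an H3K27ac peak at the promoter, between 6.04-fold at HSPH1 and 8.20-fold at HSPA8, and no HSF1 peak was listed for any of them. The nearest HSF1 peak was 1055 kb from the start of HSPA1A, 147 kb from HSPA8 and 890.1 kb from HSPH1. HSPA1A and HSPA1B are nearly identical, so reads there could have been lost or split in alignment.

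The HSF1 peaks of highest fold enrichment were assigned to SLC24A2 (9.92-fold), C8orf87 (9.30-fold), PWWP3A (8.86-fold), SNORA105A (8.68-fold), LINC02328 (8.62-fold), and LINC01239, ADGRL3-AS1, PIK3CG, LOC107986794 and LINC01247 (8.42-fold each). Of these 10, the PWWP3A peak was in the promoter class (chromosome 19, 1353770 to 1354912, 0.617 kb upstream of the start, 26 tags), and those of ADGRL3-AS1 and LOC107986794 were 653 and 689 kb from the start of the gene.

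No gene list passed the test for HSF1. Wnt targets had a peak in 4 of 17 cases (NKD1, ASCL2, SOX9 and AXIN2, adjusted exact p = 0.899), glutamine and amino acid metabolism genes in 4 of 27 (GFPT1, GOT2 and ASNS among them, adjusted exact p = 0.931), and colonic epithelial identity genes in 4 of 28 (CEACAM5, GRHL2, ASCL2 and SOX9, adjusted exact p = 0.931). EGFR, MAPK and AP-1 genes had 3 of 28 (DUSP6, SPRY2 and ATF3, adjusted exact p = 1), fibroblast and endothelial genes 3 of 19 (TEK, FAP and KDR, adjusted exact p = 0.931) and neuronal and muscle genes 3 of 20 (GRIN2A and TTN among them, adjusted exact p = 0.931). Adhesion genes had 2 of 23 (ITGB4 and LAMA3, adjusted exact p = 0.931), proteasome subunits 2 of 31 (PSMB4 and PSMD12, adjusted exact p = 0.931), and the chaperonin, ribosomal protein and leukocyte lists 1 each (CCT2, RPL15 and PTPRC, adjusted exact p = 1, 0.899 and 0.931). None of the 19 glycolysis and lactate genes had one (adjusted exact p = 0.632). The count of lists past the adjusted threshold was 0 of 13, and the lowest unadjusted p, that of the heat shock genes, was 0.0806. The HSF1 list reached down to a p of 1e-03, against 1e-05 for H3K27ac, and 94 HSF1 peaks had a false discovery rate of 5% or less.

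The lists were next compared to see how often HSF1 peaks lay in acetylated regions. Of the 13127 HSF1 peaks, 39 (0.297%, 95% interval 0.211 to 0.406) shared at least 1 bp with an H3K27ac peak. Random circular shifts of the HSF1 peaks along their chromosomes gave 209.5 on average (range 147 to 277 over 1000 shifts), so the observed overlap was 0.186 times the expected one. The test planned for an excess gave a permutation p = 1, and the opposite tail gave p = 0.000999, the smallest that the shifts can give. Against random moves of each HSF1 peak by up to 500 kb, a background chosen after seeing the data, the expected number was 67.9 and the ratio 0.574. The shared peaks of highest HSF1 fold enrichment were assigned to DTX2P1-UPK3BP1-PMS2P11 (6.64-fold), LINC00999 (6.47-fold), SYTL3 (6.41-fold), MLIP and MIR4472-2 (6.20-fold each), CTBP2 (6.04-fold), LOC103908604 (5.63-fold), LOC101927516 (5.61-fold), and LOC100506990 and LINC02189 (5.32-fold each). SYTL3, MLIP and CTBP2 carried them in introns. By class, 17 of the 39 shared HSF1 peaks were intronic, 14 intergenic, 4 upstream and 4 at promoters. Seen from H3K27ac, 4 of 2643 promoter peaks (0.151%, 95% interval 0.0413 to 0.387) and 20 of 5272 intronic peaks (0.379%, 95% interval 0.232 to 0.585) met an HSF1 peak. At a p-value of 1e-10 or smaller in both lists, 25 HSF1 peaks were left, none of which met an H3K27ac peak, with 0.204 expected.

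**Figure D4:**
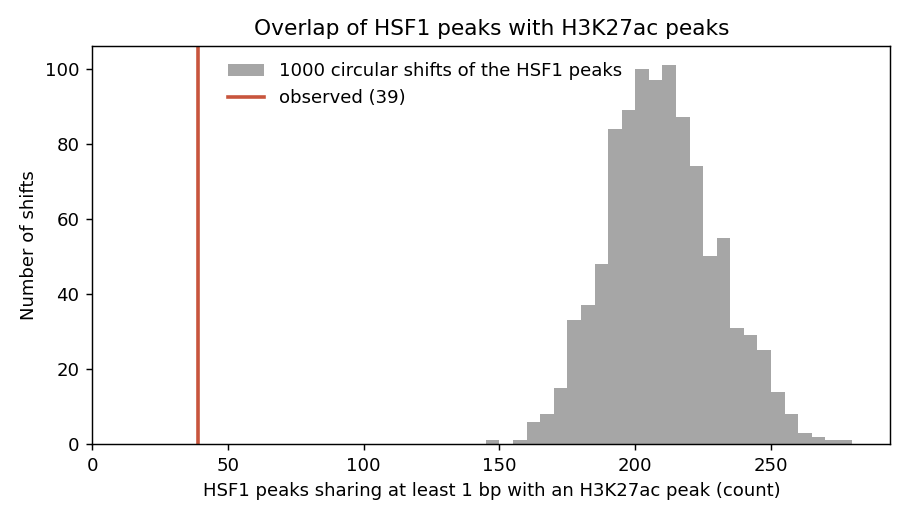
Number of HSF1 peaks sharing at least 1 bp with an H3K27ac peak (horizontal axis) in 1000 circular shifts (grey bars; vertical axis, number of shifts) and as observed (red line). The observed 39 lies below the range of the shifts, 147 to 277, which move peaks along whole chromosomes.

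HSF1 fold enrichment did not differ detectably between peaks inside and outside acetylated regions. The density of HSF1 peaks in high-ranked and other regions was also compared. The median was 4.43 for the 39 peaks inside H3K27ac peaks and 4.68 for the rest (permutation test, two-sided, 100000 resamples, p = 0.324). In the regions above the tangent point, 7 HSF1 peaks lay in H3K27ac peaks (1.5 per Mb of peak sequence), against 32 in the other regions (1.79 per Mb, permutation test, two-sided, p = 0.677). The direction turned when regions were ranked by the sum of tags (1.98 against 1.66 per Mb, permutation p = 0.666). These density permutations drew regions without regard to length, and the high-ranked regions were longer (median span 27.4 kb against 1.25 kb). Their p-values therefore do not measure the spread of the observed difference. None of the 10 highest ranked regions, from NSMCE2 to GPR15, held an HSF1 peak within its H3K27ac peaks. At the level of genes, 1040 of 7371 genes with an H3K27ac peak also had an HSF1 peak (14.1%), against 13.5% of the other genes (odds ratio 1.05, Fisher's exact test, two-sided, p = 0.204). The direction turned with promoter peaks only, where 11 genes had both against 20.9 expected (odds ratio 0.498, exact p = 0.0200), and the excess passed the threshold among protein-coding genes (odds ratio 1.14, exact p = 0.00753), a background chosen after seeing the data.

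The last comparison concerned the locus of LINC00857, a long noncoding RNA gene that the study placed under the control of HSF1, and its neighbour ANXA11, which encodes annexin A11. The study's evidence for LINC00857 included ChIP-qPCR of H3K27ac, HSF1 and p300 at its promoter and enhancers. It also included public H3K27ac tracks, which the study described as matching its own ChIP-seq, a promoter reporter assay and HSF1 knockdown. None of this was re-examined here, and a listed peak is a different measure from ChIP-qPCR. ANXA11 carried 2 intronic H3K27ac peaks. The first (chromosome 10, 81956304 to 81957912) held 32 tags at 5.96-fold and the second (81958542 to 81959519) 23 tags at 6.59-fold, which placed them at the 28.4th and 47.7th percentile of the list by fold enrichment and at the 70.0th and 69.4th by score. They lay 6.34 and 4.73 kb inside the gene from its start at 81964247, and no other H3K27ac peak was listed within 50 kb of that start. The region they formed ranked 2308 of 10295 and was not above the tangent point at any of the 3 stitching distances, by tags, or without promoter peaks. LINC00857 was not assigned a peak in either list, and its own position on hg19 was not used here. The study described ANXA11 as lying on the opposite strand, upstream of LINC00857. Upstream of the ANXA11 start, the next listed H3K27ac peak was 262 kb away, at TSPAN14. The nearest HSF1 peaks to the ANXA11 start were 392 kb away at LOC642361 (3.54-fold, 15 tags) and 617 kb away at LINC02655 (4.53-fold, 20 tags). Of the other loci of the study, EP300, which encodes the acetyltransferase p300, had an H3K27ac peak at its promoter (7.30-fold, 15 tags) and an intronic HSF1 peak (4.74-fold, 16 tags). No peak of either list was assigned to SLC1A5, HSF1, MTOR or MIR122.

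**Figure D5:**
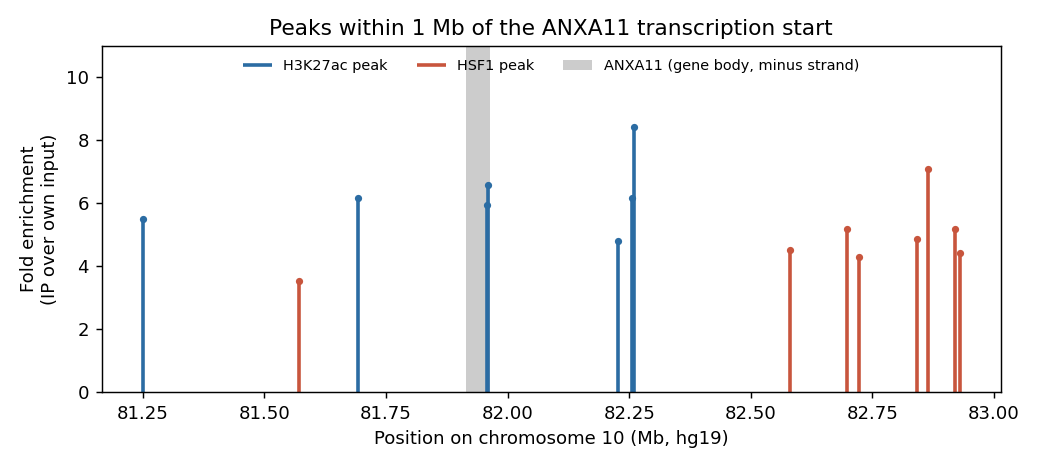
Peaks within 1 Mb of the ANXA11 transcription start on chromosome 10 (horizontal axis, position in Mb of hg19; vertical axis, fold enrichment of the IP over its own input), with H3K27ac peaks in blue, HSF1 peaks in red and the ANXA11 gene body in grey. The 2 H3K27ac peaks of ANXA11 stand at 5.96 and 6.59, and the nearest HSF1 peak is 392 kb from the start.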

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

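The tests in this part were all chosen after the data were seen: those on distances to the nearest H3K27ac peak and on copy number after the values they measure, and the move by up to 500 kb before its own value. The H3K27ac list held 3 peaks on the mitochondrial genome, which carries no histones, and no comparison was made of them. They are counted among the 15789 peaks, and together they formed the stitched region of rank 61. The highest of them, over the ribosomal RNA genes (positions 508 to 3791), had a fold enrichment of 25.3, the highest of the list, with 210 tags. The HSF1 list held none there. No explanation was tested for this signal.

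The low overlap of HSF1 with H3K27ac was examined further. A raised input signal at open chromatin that hides HSF1 peaks would act within the 10 kb that MACS uses for its local background. At 10 to 50 kb from the nearest H3K27ac peak lay 683 HSF1 peaks, 0.303 times the number expected from 300 shifts (lowest 1877). An effect limited to the listed H3K27ac peaks would not reach that far. Open chromatin without a listed peak can lie in that band, and the shifts cross large domains, so the test cannot decide on input signal as a cause. The deficit reached further: 1399 HSF1 peaks lay at 50 to 200 kb, 0.409 times the expected number. Over 200 kb from any H3K27ac peak lay 10812 (82.4%), 1.71 times the expected number. Moving each HSF1 peak by up to 500 kb left a ratio of 0.574 (39 against 67.9 expected, lowest of 1000 draws 46). Such a move keeps a peak in its part of the chromosome but can carry it across the border of a domain. Separate large domains may therefore account for part of the deficit, and whether they account for all of it cannot be told apart with these lists. No biological explanation was tested, since the design has no group without HSF1 or with heat shock.

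Both lists differed in density between chromosomes. H3K27ac peaks reached 13.6 per Mb on chromosome 17 and 8.07 on chromosome 8, against 5.48 over all autosomes, and HSF1 peaks 9.86 per Mb on chromosome 8 against 4.55. The lists went opposite ways on chromosome 17, where HSF1 was at 3.77 per Mb, and on chromosome 18, where HSF1 was at 7.55 and H3K27ac at 3.90. Chromosome X held 20 H3K27ac and 37 HSF1 peaks (0.130 and 0.241 per Mb). Copy number may set local coverage and with it the power to call peaks. The background implied by tags, fold enrichment and width correlated between the lists over 250 bins of 10 Mb (Spearman's rho 0.203, permutation p = 0.00144, and Pearson's r 0.597). Over the 208 bins off chromosomes 8, 10, 16 and 17, rho was -0.0153. Those chromosomes had the highest median tags per peak in both lists (33, 29, 26 and 36 for H3K27ac and 30, 25, 23 and 27.5 for HSF1). Leaving them out removes the contrast that copy number would make, so the drop in rho cannot decide for or against it. The relation rests on those chromosomes, bins are not independent, and copy number itself was not measured. Chromosomes 17 and 18 go against a shared effect as the whole cause, and a contribution stays open.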

How the results depend on the processing

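Of 47 alternatives, 34 left a result on its side of the threshold, within its interval or, for a count, within 1.5 times. A fold enrichment of 10 or more left 371 H3K27ac and 0 HSF1 peaks, and a p-value of 1e-10 or smaller 2678 and 25. HSF1 peaks with a p-value of 1e-5 or smaller, a setting added after seeing the data, numbered 1537. These follow from the stricter thresholds. The promoter share of H3K27ac peaks was 17.5% at a fold enrichment of 10 or more. The overlap ratio lay between 0.0651 and 0.574 over the alternatives with a detectable deficit. The lowest of these was for HSF1 peaks with a p-value of 1e-5 or smaller, the H3K27ac cut-off, with 2 of 1537 against 30.7 expected. The ratio was 0 at a p-value of 1e-10 or smaller, where 25 HSF1 peaks were too few to test (lower-tail permutation p = 0.816). The odds ratio of both marks was 0.498 with promoter-class peaks and 1.14 with a protein-coding background (added after seeing the data). HSF1 peaks per Mb were higher by 0.312 in high-ranked regions when regions were ranked by the sum of tags (permutation p = 0.666). Gene lists with more H3K27ac than other genes numbered 7. With promoter-class peaks they numbered 4 (heat shock, EGFR, adhesion, ribosomal), at a fold enrichment of 10 or more 2 (EGFR, adhesion) and with a protein-coding background, added after seeing the data, 4 (heat shock, colonic, EGFR, adhesion). Beyond the thresholds, the causes were not tested. Not run were the heat shock element search with both its alternatives and own annotation classes, for lack of hg19 sequence here, and fold enrichment of 10 or more for HSF1 shares, overlap, both marks and gene lists, where no HSF1 peak was left. No paired analysis was possible because each group held 1 library. HSF1 peaks held a median of 20 tags, and weak sites may have been missed, which was not tested. The median of 24 for H3K27ac is not a like measure, since that list was cut at a stricter p-value.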

Other observations

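The genes with the most HSF1 peaks were CSMD3 with 77 peaks and CSMD1 with 65. They were followed by LINC02055 (58), TRPS1 (57), LINC01435 (56), SORCS1 (53), CNTNAP2 and CNTN5 (44 each), DPP10 (42), LRRC4C (41), RALYL (40), and PTPRD and CDH13 (39 each). The genes with the most H3K27ac peaks were PCDH7 (55), NSMCE2 (48), RAD51B (46), KRR1 (39), VTI1A (37), ZBTB20 (35) and TRIB1 (33). These genes were named after their counts were seen.

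Of the peaks with a matched gene, a noncoding gene was nearest for 43.6% of HSF1 peaks (95% interval 42.8 to 44.5) and 24.5% of H3K27ac peaks (23.8 to 25.2). Host genes of intronic peaks had a median span of 383 kb for HSF1 and 141 kb for H3K27ac. A candidate explanation is that HSF1 peaks follow gene-poor sequence, where such genes are the nearest. Among intronic peaks alone, however, the noncoding share was still 1.66 times higher for HSF1 (19.3% against 11.6%). Over 5 strata of the number of gene starts within 1 Mb the odds ratio fell from 2.39 to 1.85 (Mantel-Haenszel, 95% interval 1.75 to 1.96), so local gene density may account for part of the difference. Both tests were set before their results were seen. The starts counted were those named in the lists, so the compared peaks themselves set this proxy for gene density, and density can differ within a stratum. Whether gene density accounts for all of the difference therefore cannot be told. H3K27ac itself marks active coding genes, which stays open. No biological explanation was tested.

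The false discovery rates imply how many calls were made with IP and input exchanged. At a score of at least 50 the rates correspond to 1419 exchanged calls against 15789 listed peaks for H3K27ac and to 167 against 1537 for HSF1, and at a score of at least 100 to 635 against 2678 and to 1 against 25. At a score of at least 200 the H3K27ac list held 360 peaks, and the rate of 81.4% there corresponds to 293 exchanged calls. The HSF1 list alone reached down to a score of 30, where 2938 exchanged calls stand against 13127 listed peaks. Whether IP and input were assigned as labelled was not tested. For H3K27ac, peaks at 87.0% of adhesion and 82.1% of EGFR, MAPK and AP-1 genes against 24.6% of other genes, and a promoter share of 16.7%, go with the labels. The H3K27ac rate goes the other way, since it rose with the score, from 8.99% at 50 to 23.7% at 100 and 81.4% at 200. So does the list's highest fold enrichment, 25.3 with a rate of 100%, since it lay on the mitochondrial genome, which carries no histones. For HSF1, the rate fell between the cut-offs, from 22.4% at 30 to 10.9% at 50 and 4% at 100, which goes with the label. The HSF1 promoter share of 1.46% gives the label no support. Nor does the overlap with H3K27ac peaks, 39 HSF1 peaks against 209.5 expected. Single HSF1 peaks had rates of up to 33.3%. Among 44 heat shock and co-chaperone genes, only FKBP4 had a promoter-class HSF1 peak. That share (2.27% against 0.698% of other genes, Fisher's exact test, two-sided, unadjusted p = 0.266) cannot decide the question. Counting all HSF1 peaks, 2 of the 44 had one (4.55% against 13.7%), and HSPA1A, HSPA8 and HSPH1 had none. The assignment of both lists stays open.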
